A study of Mus musculus with 12 samples. Its data were reported in "Effect of developmental NMDAR antagonism with CGP 39551 on aspartame-induced hypothalamic and adrenal gene expression" (2018).

How the data were processed

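Adrenal RNA of adult male C57Bl/6J mice was measured on Affymetrix Mouse Gene ST arrays. The design had 4 groups: untreated controls (CON), developmental exposure to the NMDA receptor antagonist CGP 39551 (CGP), chronic aspartame (ASP), and both together (ASP+CGP). Equal amounts of RNA from the mice of a group were combined into 1 pool, and each pool was hybridised to 3 arrays, giving 12 arrays. The replicates are therefore arrays of 1 RNA pool per group, so every p-value here measures the spread between arrays of a pool and not the spread between mice.

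The deposited values are log2 signals per probe set, which the authors made in Partek with RMA (background correction, quantile normalization of the probes and median polish). The labels name these tools without a version, although the methods of the paper give one for Partek. The table holds 26533 probe sets, and all 26533 reach 6 on at least 1 array, as a removal of values that stay under that level would leave. The array medians lie between 7.84 and 7.94. Arrays carry no counting depth, and their number limits the precision.

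Of the probe sets, 17710 are listed with 1 gene symbol, 1077 with several and 7746 with no gene. A gene was taken at its single-gene probe set with the highest mean over the 12 arrays, which gave 16244 genes. Genes with a mean under 6 in every group were left out (344 genes), and 15900 were tested. Probe sets listed with several genes or none were fitted apart and enter no gene count. No coordinates are given, since gene identity rests on the symbols and Entrez identifiers of the platform table.

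A linear model with a mean for each group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (with data.table, version 1.17.8), followed by empirical Bayes moderation. The contrasts were each treated group against CON, ASP+CGP against ASP, and the interaction, which is the aspartame difference with CGP 39551 minus the aspartame difference without it. P-values were adjusted by the Benjamini-Hochberg method within each contrast. A gene was called at an adjusted p under 0.05 and a fold change of at least 1.4 in either direction, the thresholds of the study's methods. Where a group in a comparison had a mean under 6, the fold of a named gene is given as a bound, with that mean set to 6. Errors given with log2 differences are standard errors of this fit, with n = 3 arrays per pool.

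Gene groups and cell type markers were tested as 67 lists with limma's camera at a preset correlation of 0.01, adjusted over the lists of a contrast. The test was repeated with an estimated correlation. Of the camera calls, 10 of 33 held with an estimated correlation in ASP against CON, 14 of 27 in CGP against CON, 0 of 32 in ASP+CGP against CON, 5 of 27 in ASP+CGP against ASP and 7 of 39 for the interaction. Most lists hold genes that the publication names, which limits their direction as independent evidence. Members called were counted over all genes tested and, separately, adjusted over the list alone. The groups, contrasts, thresholds, lists, naming rule and first set of alternatives were chosen before the data were examined. Genes named in the text are the 6 highest and 6 lowest called genes of each contrast (without predicted, clone-named and small RNA genes), up to 4 members of each described list with the largest differences, the genes the publication names, and controls. Alb, Snap25 and the olfactory receptor genes as a class were added after their values were seen. Phox2a, a member of the chromaffin test fixed beforehand, was then also drawn among the named genes.

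The steps were tested on simulated data drawn from the means and spread of the real arrays. For ASP against CON, with 15900 genes, 57 of 67 genes changed by 1.5-fold were recovered, 67 of 67 changed by 2-fold and 66 of 66 changed by 3-fold, with 1 false call among 15700 unchanged genes. In the same contrast the list test called 0 of 20 unchanged lists and 1 of 1 changed list. This gives no rate of false calls for the real lists, whose genes can be correlated. Of their 33 camera calls in this contrast, 10 held with an estimated correlation. Overlaps between contrasts that share the CON arrays were set beside 100 simulations of unchanged groups.

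Alternatives covered the filter on dim genes, the scaling of the arrays (centring on medians, and cyclic loess), the moderation, the arrays in the fit, array weights, the replicate number as a block, the fold minimum, the adjustment, the choice of probe set, the list test and leaving out each array in turn. Later additions were fits without the ASP or the ASP+CGP arrays and a removal of the trend of each array with signal level.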

Results

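Gene expression in the adrenal gland of 21-week-old male mice was measured on 12 arrays, 3 for each of the CON, CGP, ASP and ASP+CGP pools. Aspartame, a sweetener, was given in the drinking water at 46 mg per kg body weight. CGP 39551, a competitive antagonist of the NMDA-type glutamate receptor, was given at 5 mg per kg during development. Arrays of the same pool correlated across probe sets with r between 0.989 and 0.995. CON and CGP arrays correlated at 0.990 to 0.993, CON and ASP+CGP arrays at 0.960 to 0.978, and CON and ASP arrays at 0.926 to 0.934. The signals of the ASP+CGP arrays spanned a narrower range than those of CON, with interquartile ranges of 2.20 to 2.29 against 2.58 to 2.62.

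The first comparison, ASP against CON, addressed what chronic aspartame alone did to adrenal gene expression. Genes for GABA and glutamate signalling and for brain cell types rose together in the ASP pool. The largest rise was that of Slc6a11, the GABA transporter GAT-3 (probe set 10540822, Entrez 243616), which was 44.7-fold higher in ASP (log2 difference 5.48 ± 0.06 SE, n = 3 arrays, limma adjusted p = 1.71e-16). Calb2, a calcium-binding protein of neurons, rose at least 20.3-fold (its CON signal was under 6), the neuropeptide gene Sst 21.8-fold and the neuronal membrane glycoprotein gene Gpm6a 21.1-fold. Genes of liver-type secreted proteins and immediate early genes fell, with Apoa4, an apolipoprotein of lipid transport, at 0.327 of the CON level (log2 difference -1.61 ± 0.06 SE, limma adjusted p = 1.71e-11).

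Of 12 tested subunits of the GABA-A receptor, the main inhibitory receptor of the brain, 11 rose, and 11 also when adjusted over the list alone. Their median log2 difference was 2.09 (camera adjusted p = 1.52e-13, adjusted p = 0.00526 with an estimated correlation), and the median over the list lay between 1.95 and 2.26 above CON on the 3 ASP arrays. Gabrb2, Gabra5 and Gabrg1, each with a CON signal under 6, were at least 9.42-fold, 9.43-fold and 4.03-fold higher. Among the ionotropic glutamate receptors, which carry fast excitatory signals, 12 of 15 rose, and 12 adjusted over the list alone (median 1.26, camera adjusted p = 1.12e-10, adjusted p = 0.0175 with an estimated correlation). Gria1 of the AMPA class was at least 16.3-fold higher and the NMDA receptor subunit gene Grin2b at least 5.39-fold, both from CON signals under 6, and Grid1 was 6.10-fold higher. Of the metabotropic glutamate and GABA-B receptors 7 of 8 rose, and 7 adjusted over the list alone (median 1.83, camera adjusted p = 3.02e-08), with Gabbr2 at 12.2-fold and Grm5 at 5.53-fold. Of the genes for GABA and glutamate synthesis and transport 13 of 17 rose, and 13 adjusted over the list alone (median 1.47, camera adjusted p = 1.49e-13). They included Gad2, which makes GABA from glutamate, and the vesicular transporter gene Slc17a6, at no less than 11.7-fold and 5.98-fold from CON signals under 6, and the glutamate transporter gene Slc1a2 at 12.4-fold. These 4 groups share members with genes picked from these same arrays for publication, so their direction is not independent evidence.

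Markers of brain cells moved with these receptor genes. All 18 neuron markers rose (median 2.01, camera adjusted p = 9.65e-22), Camk2a 19.8-fold and Nefl 18.5-fold. All 15 tested markers of central oligodendrocytes, the myelin-forming cells of the brain, rose as well (median 1.91, camera adjusted p = 2.37e-16). Mobp was 17.8-fold, Mag 11.5-fold and Mbp 11.3-fold higher, and the signal of Mbp went from 7.87 in CON to 11.37 in ASP. Of the astrocyte markers 12 of 15 rose (median 1.95, camera adjusted p = 2.18e-12). With an estimated correlation the adjusted p was 0.00471 for neurons, 0.00526 for oligodendrocytes and 0.0323 for astrocytes. The counts adjusted over the list alone were 18, 15 and 12. Of the astrocyte markers 3 are named in the publication and 3 are also on the synthesis and transport list, so their direction is not independent evidence, while 0 of the neuron and oligodendrocyte markers are named there.

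Neuropeptide genes of the hypothalamus were among the genes that rose. Hcrt, which encodes orexin and marks lateral hypothalamic neurons, was 15.5-fold higher, and Pmch, the precursor of melanin-concentrating hormone, had a log2 difference of at least 3.63, its CON signal being under 6. Of 26 hypothalamic markers 12 rose and 1 fell, and as many adjusted over the list alone (median 0.46, camera adjusted p = 6.84e-08, adjusted p = 0.108 with an estimated correlation). The median over this list lay between 0.41 and 0.52 above CON on the ASP arrays. On the ASP+CGP arrays it lay between 0.26 and 0.48. Of the 26 markers 19 had a CON signal under 8, and weak signals rose on those arrays. All tested genes with CON signals of 6 to 7 had a median difference of 0.25 in ASP+CGP and -0.01 in ASP. The ASP+CGP median therefore says little about these markers in particular. Signals in CON, ASP and ASP+CGP were 7.34, 11.79 and 7.50 for Sst and 5.75, 9.63 and 5.50 for Pmch. Other members were higher in ASP+CGP than in ASP. Cortex and hippocampus markers rose in 6 of 10 cases and fell in 1, and as many adjusted over the list alone (median 0.61, camera adjusted p = 1.72e-04, adjusted p = 0.0515 with an estimated correlation), with Rasgrf2 at 4.31-fold.

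Chromaffin cells, the catecholamine-producing cells of the adrenal medulla, did not share this rise as a group. Of 21 chromaffin markers 2 rose and 6 fell, and as many adjusted over the list alone (median -0.36, camera adjusted p = 0.130). After cyclic loess 4 rose and 4 fell, and the camera call of the chromaffin cell markers was gained (median -0.27, adjusted p = 0.0320). The synaptic vesicle gene Syt1, which neurons also use, was 4.05-fold higher and Penk 2.12-fold. The transcription factor gene Gata3 was at 0.533 of CON and Gata2 at 0.582. Of 13 genes of catecholamine synthesis and storage 1 rose and 4 fell, and as many adjusted over the list alone (median -0.36, mean -0.07, camera adjusted p = 0.183). The riser was the dopamine transporter gene Slc6a3, at 7.57-fold. The vesicular monoamine transporter gene Slc18a1 was at 0.599 of CON, and Gch1, needed for the cofactor of tyrosine hydroxylase, at 0.613.

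Liver-type genes were lower in ASP. Of 41 tested hepatocyte markers 34 fell and 1 rose, and as many adjusted over the list alone (median -0.95, camera adjusted p = 3.22e-14, adjusted p = 0.0576 with an estimated correlation). The fibrinogen chain gene Fgg was at 0.349 of CON, Mat1a, which makes S-adenosylmethionine, at 0.378, and the fatty acid binding protein gene Fabp1 at 0.403. Itih3 was the exception, at 2.45-fold higher. The publication names 29 of these 41 markers from the same arrays, so their direction in any comparison here is not independent evidence. Immediate early genes, which respond to stimulation within minutes, fell in 18 of 35 cases, and in 18 adjusted over the list alone (median -0.51, camera adjusted p = 1.21e-07, adjusted p = 0.149 with an estimated correlation). Ptgs2, the inducible cyclooxygenase, was at 0.389 of CON, Atf3 at 0.506 and Fosb at 0.516.

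Genes of steroid hormone synthesis fell in 7 of 20 cases, and in 7 adjusted over the list alone (median -0.25, camera adjusted p = 0.00207, adjusted p = 0.177 with an estimated correlation). The aldosterone synthase gene Cyp11b2 was at 0.629 of CON, Nr0b1 at 0.647 and Fdx1, which passes electrons to steroid-making P450 enzymes, at 0.683. Another of the 7 was Sult2a8, whose signals were under 6 in both pools. After cyclic loess scaling 3 of the 20 were called. Endothelial markers fell in 9 of 14 cases, and in 9 adjusted over the list alone (median -0.50, camera adjusted p = 0.00102, adjusted p = 0.267 with an estimated correlation), with the receptor genes Tek at 0.631 and Kdr at 0.641. After cyclic loess 1 of them was called lower and 1 higher. Lower values in ASP were not particular to these lists. All tested genes with CON signals of 9 to 10 had a median difference of -0.19, and those from 12 upward of -0.12. Whether the falls of these lists, or of chromaffin and interferon-stimulated genes, are separate effects on the gland was not tested.

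In total 1559 genes were called higher and 1292 lower in ASP than CON, of which 937 and 139 passed 1.8-fold. A rise of over 4-fold was seen for 239 genes, while the largest fall was 3.06-fold. Cyclic loess scaling moved the median of all genes by 0.11 on the log2 scale and gave 1926 higher and 479 lower, so the share called higher was 80.1% against 54.7%.

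**Figure D1:**
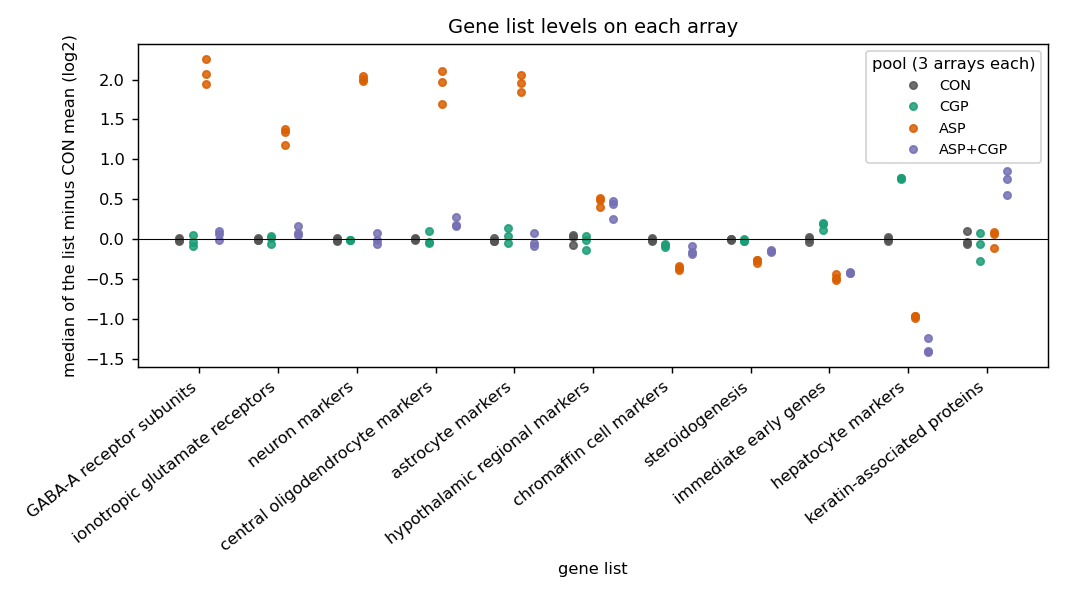
Median log2 difference from the CON mean (vertical axis) for 11 gene lists (horizontal axis) on each of the 12 arrays, coloured by pool. On the ASP arrays GABA-A receptor subunits lie between 1.95 and 2.26, while the hepatocyte markers lie at 0.75 to 0.77 on CGP arrays and at or below -0.96 on both kinds of aspartame array.

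**Figure D2:**
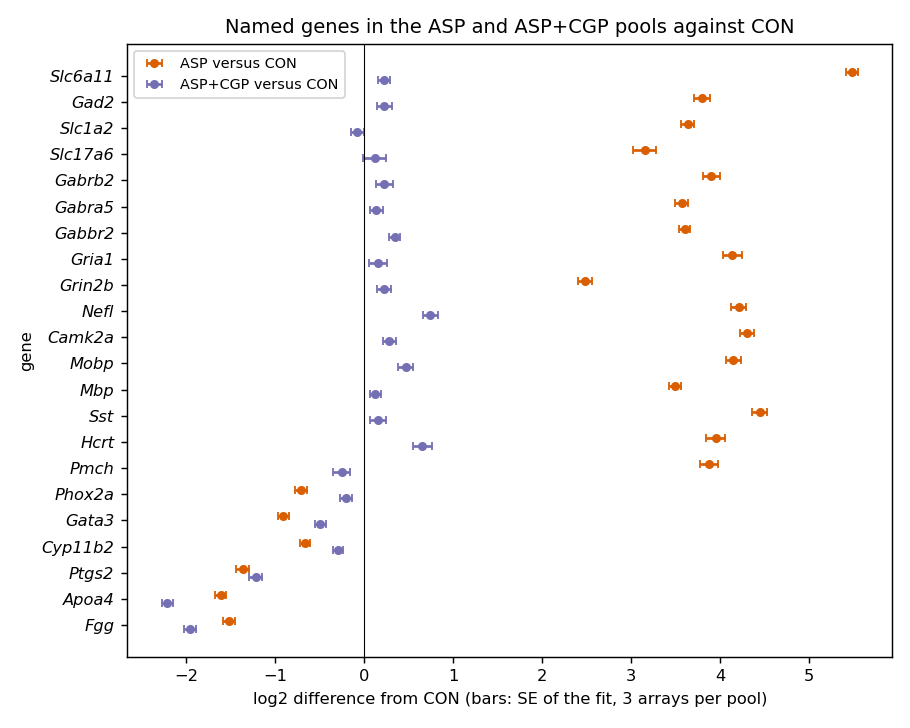
Log2 difference from CON (horizontal axis) for named genes (vertical axis) in the ASP and ASP+CGP pools, with bars for the standard error of the fit (3 arrays per pool). Slc6a11 lies at 5.48 in ASP and Apoa4 at -2.21 in ASP+CGP.

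The comparison of CGP with CON addressed what NMDA receptor antagonism during development left in the adult gland. Genes of liver-type metabolism rose. The largest rise was that of Cyp7a1, the rate-limiting enzyme of bile acid synthesis (probe set 10511375, Entrez 13122), which was 3.35-fold higher in CGP (log2 difference 1.74 ± 0.07 SE, n = 3 arrays, limma adjusted p = 4.88e-09). Ugt2b34, which attaches glucuronic acid to steroids and drugs, rose 3.05-fold and the drug-metabolising P450 gene Cyp3a11 2.84-fold. The esterase genes Aadac and Ces1g rose 2.79-fold and 2.64-fold.

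Of the hepatocyte markers 35 of 41 rose, and 35 adjusted over the list alone (median 0.76, camera adjusted p = 3.10e-105, adjusted p = 4.93e-04 with an estimated correlation). Tdo2, the first enzyme of tryptophan breakdown, was 2.52-fold higher, and the urea cycle gene Otc, from a CON signal under 6, at least 1.67-fold. The list's median lay between 0.75 and 0.77 above CON on the 3 CGP arrays. Genes of bile acid metabolism and of its nuclear receptor FXR rose in 10 of 16 cases, and in 10 adjusted over the list alone (median 0.63, camera adjusted p = 4.40e-24, adjusted p = 2.84e-04 with an estimated correlation). The publication names 4 of these 16 genes. Beside Cyp7a1 those that rose included Slc27a5 at 2.09-fold, Cyp8b1 at 1.84-fold and the bile salt pump gene Abcb11 at no less than 1.48-fold, from a CON signal under 6.

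Drug-metabolising P450 enzymes rose in 15 of 21 cases (median 0.90, camera adjusted p = 3.29e-51), with Cyp2c50 at 2.45-fold. Glucuronosyl- and sulfotransferases rose in 9 of 11 (median 1.18, camera adjusted p = 6.52e-29), with Ugt2b36 at 2.57-fold. Coagulation genes rose in 17 of 19 (median 0.74, camera adjusted p = 4.62e-51), with the heparin cofactor gene Serpind1 at 2.25-fold and plasminogen, Plg, at 1.84-fold. Apolipoprotein genes rose in 9 of 13 (median 0.57, camera adjusted p = 2.36e-28), with Apob at 2.20-fold, and genes of the tryptophan-kynurenine pathway in 5 of 10 (median 0.53, camera adjusted p = 2.63e-19), with Kynu at 1.96-fold. Each of these 5 lists holds genes that the publication names from these arrays. In these 5 lists the counts adjusted over the list alone were the same, and each call held with an estimated correlation, the highest adjusted p being 0.00848. The liver marker albumin, Alb, chosen after its values were seen, had a mean signal of 13.64 in CGP and 13.15 in CON.

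Genes of the adrenal cortex moved less. Of 20 genes of steroid synthesis 1 rose, and 1 adjusted over the list alone (median -0.02, camera adjusted p = 0.557). This was the sulfotransferase gene Sult2a8, at least 1.63-fold higher from a CON signal under 6. Targets of the oxysterol receptor LXR outside the liver had log2 differences from 0.01 to 0.22, each under the 1.4-fold minimum (median 0.06, camera adjusted p = 0.0113, adjusted p = 0.335 with an estimated correlation). Leaving out 1 array at a time gave camera adjusted p-values from 0.00751 to 0.0578 for these targets, so the call was not kept in every case. Of 35 immediate early genes 1 rose, and 1 adjusted over the list alone (median 0.18, camera adjusted p = 9.88e-16, adjusted p = 0.0382 with an estimated correlation). This was the phosphatase gene Dusp5, at 1.49-fold.

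In total 257 genes were called higher and 3 lower in CGP than CON, of which 91 and 1 passed 1.8-fold. Prl8a2, of the prolactin family, was at 0.516 of CON and the lipocalin gene Lcn2 at 0.684. The remaining one, Gm5592, was at 0.644 and is named although its clone-type symbol falls outside the naming rule. Of the 257 risers, 172 were called lower in ASP and 179 lower in ASP+CGP, against 20.9 and 21.4 for independent lists. Simulated unchanged groups that share the CON arrays gave an overlap of at most 0, but they called at most 1 gene in any comparison, so that overlap says little. The shared CON arrays push both differences the same way, with a simulated covariance of 0.00316 for CGP and ASP and 0.00317 for CGP and ASP+CGP, against observed values of -0.00989 and -0.0157.

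The comparison of ASP+CGP with CON addressed the combined treatment. Liver-type genes fell and keratin-associated protein genes rose. Apoa4 was at 0.216 of CON (probe set 10585010, Entrez 11808, log2 difference -2.21 ± 0.06 SE, n = 3 arrays, limma adjusted p = 4.94e-11). Hamp, the iron-regulating hormone hepcidin, was at 0.224, and Fgg at 0.257. Among the genes that rose were Prp2, a salivary proline-rich protein, at 2.59-fold, the olfactory receptor gene Olfr1174 at 2.18-fold and Krtap5-3, a hair keratin-associated protein (probe set 10559172, Entrez 77215), at 2.10-fold (log2 difference 1.07 ± 0.17 SE, limma adjusted p = 1.06e-04).

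Of 41 hepatocyte markers 39 fell, and 39 adjusted over the list alone (median -1.32, camera adjusted p = 1.58e-19, adjusted p = 0.159 with an estimated correlation). Fabp1 was at 0.261 of CON and Mat1a at 0.293. P450 enzymes of drug metabolism fell in 17 of 21 cases (median -1.01, camera adjusted p = 4.36e-07), with Cyp4a14 at 0.294 and Cyp1a2 at 0.311. Apolipoprotein genes fell in 10 of 13 (median -1.15, camera adjusted p = 4.83e-07), with Apoa2 at 0.343. Acute phase proteins fell in 12 of 17 (median -0.97, camera adjusted p = 1.39e-05), with hemopexin, Hpx, at 0.376. Coagulation genes fell in 13 of 19 (median -0.93, camera adjusted p = 1.61e-06), with vitronectin, Vtn, at 0.316 and Fgb at 0.321. Each of these 4 lists holds genes named in the publication, so its direction is not independent evidence. Each had an adjusted p = 0.159 with an estimated correlation, and the same counts adjusted over the list alone. The mean signal of Alb was 12.42 in ASP+CGP and 12.68 in ASP.

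Of the keratin-associated protein genes 7 of 10 rose, and 7 adjusted over the list alone (median 0.76, camera adjusted p = 2.08e-06, adjusted p = 0.159 with an estimated correlation). Krtap3-1 was 1.85-fold and Krtap5-1 1.83-fold higher. Some members of this list were picked from these arrays for publication, so its direction is not independent evidence. Beside it, 166 olfactory receptor genes, a class with low signals in CON that was chosen after the data were seen, had a median difference of 0.41 in ASP+CGP, and 55 of them rose. Immediate early genes fell in 14 of 35 cases, and in 14 adjusted over the list alone (median -0.39, camera adjusted p = 5.69e-06, adjusted p = 0.172 with an estimated correlation), with Ptgs2 at 0.430 and the GTPase gene Gem at 0.478. After cyclic loess 10 of them were called lower, with a median of -0.25.

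The rise of GABA receptor genes seen with aspartame alone was not found in this pool. Of 12 GABA-A subunits 1 rose, and 1 adjusted over the list alone (median 0.03, camera adjusted p = 0.219), and the median was -0.12 after cyclic loess. This was Gabrd at 1.46-fold, which was not called after cyclic loess. Steroid synthesis genes fell in 1 of 20 cases, and in 1 adjusted over the list alone (median -0.14, camera adjusted p = 0.277), the member being Sult2a8, whose signals were under 6 in both pools. The Y-linked genes Uty and Eif2s3y, controls in these male mice, were at 0.652 and 0.663 of CON, while Kdm5d was at 0.838 and not called, and Actb had a log2 difference of 0.05. Eif2s3y was not called after cyclic loess.

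In total 969 genes were called higher and 1323 lower in ASP+CGP than CON, of which 47 and 144 passed 1.8-fold. The differences varied with signal level, though the fall weakened at the strongest signals. Genes under 6 in CON had a median difference of 0.33, those between 9 and 10 of -0.34 and those from 12 upward of -0.12, and 634 of the 969 risers had a CON mean under 7. The share called higher was 42.3%, against 69.8% with arrays centred on their medians (1525 higher, 661 lower) and 58.1% after cyclic loess (681 higher, 491 lower), which moved the median of all genes by 0.16. Called in the same direction in ASP and in ASP+CGP were 101 genes that rose and 454 that fell. Independent lists would share 95.01 and 107.5, and simulated unchanged groups, which have almost no calls to share, at most 1 and 0. Part of the excess can come from the shared CON arrays, which are too few to split. Across genes, which are not independent replicates, the differences of both treatments from CON had a covariance of 0.0611 (Pearson r = 0.33, Spearman rho = 0.45) against a simulated covariance of 0.00317 from the shared CON arrays. The simulated r was 0.50, which unchanged groups with shared CON arrays give whatever the data, so it cannot be set against the observed r.

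**Figure D3:**
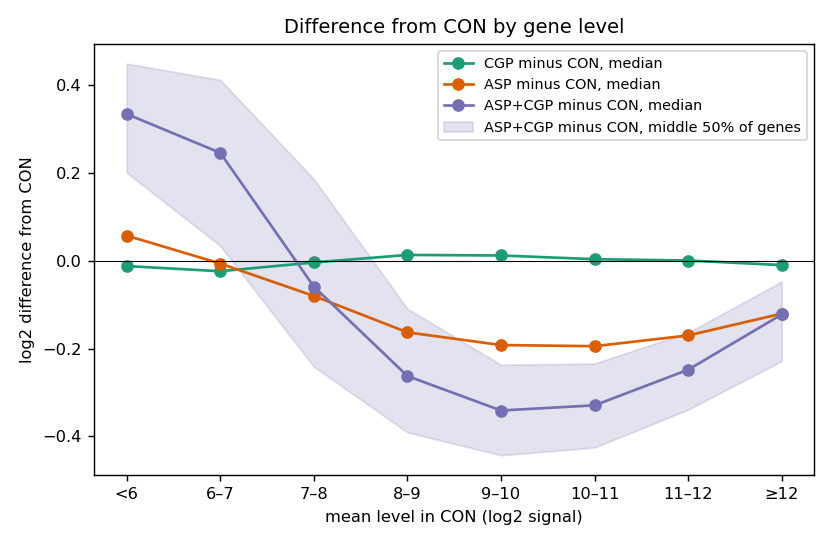
Median log2 difference from CON (vertical axis) by mean CON signal (horizontal axis, log2) for the CGP, ASP and ASP+CGP pools, with a band for the middle 50% of genes in ASP+CGP. The ASP+CGP line runs from 0.33 under 6 to -0.34 between 9 and 10 and back to -0.12 from 12 upward.

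The last comparison, ASP+CGP against ASP, and the interaction addressed whether developmental NMDA receptor antagonism altered the response to aspartame. The transcripts that rose most with aspartame alone were lower in the combined pool. Slc6a11 was at 0.0261 of its ASP level (log2 difference -5.26 ± 0.06 SE, n = 3 arrays, limma adjusted p = 3.07e-16), Calb2 at no more than 0.0494 (its ASP+CGP signal was under 6) and Gpm6a at 0.0482. Of the 1559 genes that rose in ASP against CON, 1351 were called lower in ASP+CGP than in ASP. Both comparisons use the ASP arrays, which favours such an overlap, and independent lists would share 208. The covariance of the differences was -0.224, against a simulated -0.00316 from the ASP arrays alone (r = -0.79, simulated r = -0.50). This simulated r is also set by the shared arrays and cannot be compared with the observed one.

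GABA-A subunits were lower in 10 of 12 cases, and in 10 adjusted over the list alone (median -2.25, camera adjusted p = 1.29e-08, adjusted p = 0.0227 with an estimated correlation), with Gabrb2 at no more than 0.106. Ionotropic glutamate receptors were lower in 12 of 15, and in 12 adjusted over the list alone (median -1.52, camera adjusted p = 3.08e-07, adjusted p = 0.0541 with an estimated correlation), with Gria1 at 0.0631. Genes of GABA and glutamate synthesis and transport were lower in 14 of 17, and in 14 adjusted over the list alone (median -1.64, camera adjusted p = 1.97e-10, adjusted p = 0.0227 with an estimated correlation). All 18 neuron markers were lower (median -2.03, camera adjusted p = 9.21e-15), as were 14 of 15 oligodendrocyte markers (median -1.65, camera adjusted p = 3.90e-10) and 13 of 15 astrocyte markers (median -1.98, camera adjusted p = 1.97e-10). With an estimated correlation the adjusted p was 0.0177, 0.0227 and 0.0541 for these 3 lists, and the counts adjusted over the list alone were the same.

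Hepatocyte markers were lower than in ASP in 10 of 41 cases, and in 10 adjusted over the list alone (median -0.37, camera adjusted p = 4.83e-06, adjusted p = 0.287 with an estimated correlation), with Itih3 at 0.207 and Cyp3a11 at 0.426. Keratin-associated protein genes were higher in 7 of 10, and in 7 adjusted over the list alone (median 0.72, camera adjusted p = 3.69e-04, adjusted p = 0.294 with an estimated correlation), with Krtap5-3 at 2.26-fold. Steroid synthesis genes differed by -0.18 to 0.48, each under the 1.4-fold minimum (median 0.11, camera adjusted p = 0.0202, adjusted p = 0.338 with an estimated correlation).

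In total 1041 genes were called higher and 2121 lower in ASP+CGP than ASP, of which 48 and 1040 passed 1.8-fold. The share called higher was 32.9%, against 43.0% with arrays centred on their medians and 19.4% after cyclic loess. The interaction was called above 0 for 1434 genes and below 0 for 2472, a share above 0 of 36.7%, against 46.9% with centred arrays and 23.4% after cyclic loess. It was below 0 for 10 of 12 GABA-A subunits (median -2.07, camera adjusted p = 1.10e-08, adjusted p = 0.0187 with an estimated correlation) and for all 41 hepatocyte markers (median -1.12, camera adjusted p = 8.87e-20, adjusted p = 0.0436 with an estimated correlation). It was above 0 for 9 of 10 keratin-associated protein genes (median 0.78, camera adjusted p = 1.07e-04, adjusted p = 0.213 with an estimated correlation). The counts adjusted over the list alone were 10, 41 and 9. Immediate early genes had an interaction below 0 in 5 of 35 cases, and in 5 adjusted over the list alone (median -0.11, camera adjusted p = 0.194).

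**Figure D4:**
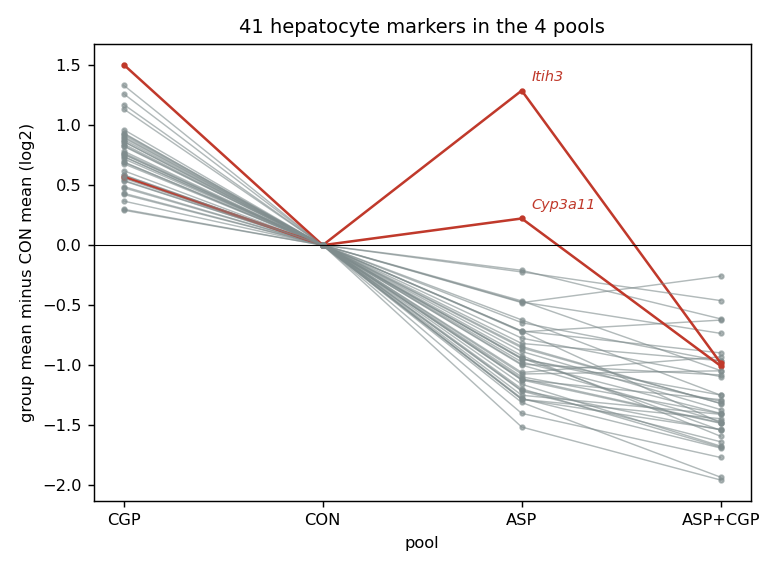
Group mean minus CON mean (vertical axis, log2) for 41 hepatocyte markers in the 4 pools (horizontal axis), 1 line per gene. In 39 of them CGP is highest, CON next and both aspartame pools lower, and the exceptions, Itih3 and Cyp3a11, are drawn in red.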

Values the study reported

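The study reported 2188 adrenal genes that differed after aspartame at a 1.4-fold minimum, 1132 of them higher and 1056 lower. It gave 232 genes for developmental CGP 39551, of which 230 were higher. Whether these counts are totals or leave out genes shared between treatments is not clear, so they are not known to be like the totals above. Between the combined and the aspartame group it counted 1098 genes at a 1.8-fold minimum. With aspartame, the study gave rises of 45-fold for Slc6a11, 14-fold for Gad2, 13.5-fold for Gabrb2 and 12-fold for Gabra5. With CGP 39551 it gave a rise of 3.3-fold for Cyp7a1, and with the combined treatment one of 3.6-fold for Tmem38b.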

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

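The tests of olfactory receptor genes, of keratin-associated protein genes against matched lists and with the level trend removed, of the liver order with both aspartame pools combined and of splits with whole pools were chosen only after the result was seen.

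The interaction contrasts the aspartame difference with and without CGP 39551, but with 1 RNA pool per treatment a difference between pools would give the same values. It was above 0 for 1434 genes and below 0 for 2472, with medians of -2.07 for GABA-A receptor subunits, -1.12 for hepatocyte markers and 0.78 for keratin-associated protein genes. For hepatocyte markers the median difference was 0.76 in CGP against CON and -0.37 in ASP+CGP against ASP. Of 100 drawn splits of the 12 arrays 1, the real one, called as many as 3906 genes, while 4 others called 1458 to 3530, which points to a structure of the arrays. The arrays repeat 4 pools, and a split that mixes pools widens the spread within groups, so this count does not exclude chance between pools or mice. With whole pools there are 3 splits, and 2 of them, the real one included, called as many genes, the highest other with 7982. For the 4 comparisons of single pools, 1 of 10 splits of the 6 arrays, the real one, gave as many calls (2851, 260, 2292 and 3162 genes, each against 0 for the highest other split). These splits are too few for a share under 0.05.

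A further signal lies in probe sets listed with no gene, which enter no gene count above. Of 7228 tested, 290 were higher and 764 lower in ASP than CON, 15 were higher in CGP than CON, 1370 were higher and 931 lower in ASP+CGP than CON, and 1398 were higher and 559 lower in ASP+CGP than ASP.

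The rise of GABA and glutamate receptor genes in ASP was weighed against RNA of brain tissue in that pool and a larger share of chromaffin cells. A larger chromaffin share is argued against, since 9 chromaffin markers, chosen as ones that brain makes little of, had a median difference of -0.59, from -0.91 to -0.15. How much of each brain makes was not measured here. Brain RNA may account for the rise, as central oligodendrocyte markers, set as its test in advance, had a median difference of 1.91, and abundant brain transcripts went from 7.87 to 11.37 (Mbp) and from 10.79 to 12.37 (Snap25). Of the 15 oligodendrocyte markers 2 had a CON signal of at least 8, none is among the genes picked for publication, and no sorting step would remove such RNA. In the hypothalamus of aspartame mice the paper reported large rises of the steroid synthesis genes Cyp11a1, Cyp11b1 and Star. It also reported rises there of Dbh and Pnmt, of catecholamine synthesis, and none of these with the combined treatment. The paper reads the steroid genes as neurosteroid synthesis. Those arrays were not analysed here, so mixing of RNA between both tissues was not tested. An effect of aspartame on these genes in the gland itself was not tested and stays open, since aspartame and the ASP pool are confounded.

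The differences of liver-type genes were weighed against liver RNA in different amounts and LXR activity in adrenal cells. Raised LXR activity with CGP 39551 is argued against, since LXR targets outside the liver had a median difference of 0.060, from 0.01 to 0.22. Different amounts of liver RNA stay open: the commonest order of all 4 pools, set in advance to need 90% of 41 markers, held for 85.4%, short of that bound, so liver RNA and a treatment effect cannot be told apart by it. That 95.1% were highest in CGP, next in CON and lower in both aspartame pools, with albumin, Alb, at 13.64, 13.15, 12.68 and 12.42 in CGP, CON, ASP and ASP+CGP, restates the pattern and adds no support. Of the 41 markers 38 had a CON signal of at least 8, and no sorting step would remove liver RNA. A treatment effect on these genes in the gland itself was not tested and stays open as well.

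The rise of weak and fall of strong signals in ASP+CGP was weighed against a narrower signal range on those arrays, and none of the tests excludes it. The interquartile ranges were 2.20 to 2.29 there and 2.52 to 2.69 on the other 9 arrays although quantile normalization is stated, so it is in doubt whether all 12 arrays were scaled together, which bears on every difference of the ASP+CGP pool. The median difference of 0.41 in 166 olfactory receptor genes is no separate test, since their low signals restate the pattern, and the 7 keratin-associated protein genes not named in the publication had a median of 0.71, at percentile 99.87 of 10000 lists of olfactory receptor genes matched on CON signal (kidney and pancreas markers at 86.0 and 55.5, but at 99.8 of lists matched from all tested genes). With the trend of each array with signal level removed, the median of all 10 keratin-associated protein genes stayed at 0.76, with 6 called. For the 7 not named in the publication it fell from 0.71 to 0.61, with 4 called. Kidney markers, pancreas markers and olfactory receptor genes fell to 0.30, 0.24 and 0.17. Resampled members gave 0.24 to 1.02 for the 10 genes and 0.03 to 1.01 for the 7, and the bound was the 1.4-fold minimum. That trend as the whole cause of the keratin-associated rise is therefore not excluded. What made the range narrower was not tested, and it cannot be told apart from an effect of the combined treatment.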

How the results depend on the processing

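The removal of the signal-level trend and the fits without the ASP or ASP+CGP arrays were added after seeing the data. Values are counts of genes unless a gene or list is named, and the cause was not tested except where the setting's own construction (a different fold minimum, fewer genes tested) gives it. Without the ASP+CGP arrays 1559 and 1292 genes were called in ASP against CON. Without the ASP arrays 968 genes were counted among genes higher in ASP+CGP than CON and 1323 among those lower.

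With a mean of at least 7 in 1 or more groups, there were 639 genes higher in ASP+CGP than CON, 637 genes higher in ASP+CGP than ASP and 866 with an interaction above 0. Median centring gave 1525 higher and 661 lower in ASP+CGP than CON. Cyclic loess gave 479 lower in ASP than CON, 491 lower in ASP+CGP than CON, 490 higher in ASP+CGP than ASP, 733 with an interaction above 0, an overlap of calls between comparisons of 340 and a reversed GABA-A median of -0.12 in ASP+CGP against CON. Removing the level trend gave 441 lower in ASP, 533 higher and 439 lower in ASP+CGP than CON, 467 higher in ASP+CGP than ASP, 686 with an interaction above 0 and a GABA-A median of -0.24.

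At 1.8-fold the counts higher and lower were 937 and 139 in ASP, 91 and 1 in CGP, 47 and 144 in ASP+CGP, 48 and 1040 against ASP, 127 and 1196 for the interaction, with an overlap of 97. With no minimum fold they were 2801 and 5987, 446 and 33, 3541 and 8015, 4768 and 5259, 3487 and 4688, with an overlap of 5304. With camera at an estimated correlation, hepatocyte markers lost their call at medians of -0.95 in ASP (adjusted p = 0.0576), -1.32 in ASP+CGP (0.159) and -0.37 against ASP (0.287), and keratin-associated protein genes at 0.76 (0.159). Averaging probe sets reversed Tmem38b in ASP+CGP to 0.85, from -0.33.

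Leaving out 1 array at a time, genes lower in CGP numbered 3 to 8, with 8 without CGP replicate 3, and Actb in ASP ranged from -0.0035 to 0.011, changing sign without CON replicate 1 and ASP replicate 3. The other counts stayed within 1.5 times their value with all arrays, such as 1178 to 1463 lower in ASP and 794 to 1414 higher in ASP+CGP.

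Whether the replicate numbers pair the arrays is not settled. Of 18 same-number pairs 6 had a correlation of deviations over 0.1, from -0.10 to 0.31, with a median of 0.046. Of 36 different-number pairs 10 were over 0.1, from -0.28 to 0.22, with a median of -0.068. Same-number pairs of CGP and ASP had 0.15, 0.20 and 0.31, but those of CON and ASP+CGP had 0.07, -0.05 and -0.10. With the number as a block, 1559 and 1292 genes were called in ASP, 256 and 3 in CGP, 969 and 1323 in ASP+CGP, 1041 and 2121 against ASP, 1435 for an interaction above 0 and 2470 for genes with an aspartame by CGP 39551 interaction below 0, with an overlap of calls between comparisons of 555, and every list call stayed on its side of the threshold. Of the planned comparisons of single genes with an alternative, 5587 kept direction and side of the threshold, 83 lost the call, 6 gained one and 3 reversed. Weak signals limit what can be seen: 4098 of the genes tested had a CON mean under 7.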

Other observations

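Members of further gene groups were called in the ASP pool. Axon guidance genes rose in 14 of 41 cases and fell in 2, and as many adjusted over the list alone (median 0.37, camera adjusted p = 8.02e-05, adjusted p = 0.209 with an estimated correlation). The ephrin ligand genes Efna3 and Efnb3 were 4.91-fold and 3.05-fold higher. Interferon-stimulated genes fell in 6 of 14 cases, and in 6 adjusted over the list alone (median -0.48, camera adjusted p = 7.51e-04, adjusted p = 0.171 with an estimated correlation), with Irf7 at 0.585, and 1 was called after cyclic loess. The list test of pituitary markers did not pass with all arrays, and of 7 members 2 rose, and 2 adjusted over the list alone (median 0.14, camera adjusted p = 0.0553): Gh at 1.83-fold and Pomc at 1.60-fold. With 1 array left out at a time the median was 0.07 to 0.17 and the camera adjusted p 0.0460 to 0.0861. The median over this list lay between 0.08 and 0.24 above CON on the ASP arrays. It lay higher on the ASP+CGP arrays, between 0.25 and 0.53.

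In the ASP+CGP pool circadian clock genes fell in 6 of 16 cases, and in 6 adjusted over the list alone (median -0.39, camera adjusted p = 0.00446, adjusted p = 0.373 with an estimated correlation), with Cry2, a repressor of the clock, at 0.544, and 2 were called after cyclic loess. Kidney markers rose in 5 of 11 (median 0.48, camera adjusted p = 3.26e-06, adjusted p = 0.168 with an estimated correlation), led by Slc34a1 at 1.72-fold. Pancreas markers rose in 6 of 14 (median 0.44, camera adjusted p = 2.12e-05, adjusted p = 0.159 with an estimated correlation), led by Ppy at 2.00-fold. The counts adjusted over the list alone were 5 and 6. After cyclic loess 2 kidney and 4 pancreas markers were called. No kidney marker and 2 pancreas markers had a CON signal of at least 8.

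Tmem38b was at 0.795 of CON in ASP+CGP at its brighter probe set. That is lower than the value quoted from the study above. Its dimmer probe set was 4.09-fold higher in ASP+CGP than CON and 3.56-fold higher in ASP+CGP than ASP. The second of these is close to the study's value. Among named genes with several probe sets, 5 of 40 pairs of a gene and a comparison had a change of over 1.4-fold at 1 probe set and the opposite sign at another.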
